A study of Cavia porcellus with 30 samples. Its data were reported in "Assessing Kidney Injury Induced by Mercuric Chloride in Guinea Pigs with In Vivo and In Vitro Experiments" (2023).

How the data were processed

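The measurements were RNA-seq libraries of guinea pig (Cavia porcellus, Hartley) renal proximal tubular epithelial cells in culture. The cells line the first segment of the kidney tubule. They were exposed to vehicle (the culture medium) or to mercuric chloride at 30 or 40 µM, and RNA was collected after 12 h or 24 h. Per the labels, poly-A-enriched stranded libraries were sequenced as paired reads on a NovaSeq instrument. The labels and the methods of the study give different read lengths, so no read length is stated here.

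The authors made 1 table per library with Kallisto, which assigns reads to transcripts by pseudo-alignment and shares reads that fit several transcripts by an expectation-maximisation estimate. The reference was the Ensembl transcriptome of the guinea pig. Neither the Kallisto version nor the Ensembl release is stated. Each deposited table holds an estimated count, which need not be whole, and a TPM value (a share of transcripts corrected for effective length, with a fixed total) for each of 25824 transcripts, together with the length and effective length of the transcript. The estimated counts are not normalised. The deposited TPM values sum to the same total in each library. Replicates were not pooled. The bootstrap estimates that the authors' own test used were not used here.

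The 30 libraries were placed in 6 groups of 5 by the agent, dose and time in the labels. Replicate numbers were given in the order of the samples and pair nothing. Library totals ranged from 21651473 to 35021184 estimated counts. Of the 25824 transcripts, 23639 had a count in at least 1 library and 2185 had none. Of those with a count, 13983 (59.2%) had a fractional estimate in at least 1 library, which marks reads shared with another transcript. The other 9656 had whole estimates in all libraries. Levels of transcripts with fractional estimates are uncertain in so far as the sharing can go to a similar transcript.

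The transcripts carry Ensembl identifiers, and the files do not pair them with gene names. The gene table at hand (assembly mCavPor4.1) holds no Ensembl identifiers, and 0 of the 25824 identifiers matched it. No gene names, coordinates or gene structures are therefore given. The tests of gene lists, the levels of genes named in advance, the cell type marker lists and the sums of transcripts per gene had been planned and were not run.

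Estimated counts were rounded to whole numbers and tested per transcript with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with TMM normalisation and the filterByExpr filter on low counts. Each contrast used only the libraries of the groups compared. Differences of the mercuric chloride effect between 24 h and 12 h were interaction contrasts on 20 libraries. Transcripts with a Benjamini-Hochberg adjusted p under 0.1, the threshold of the study, were called. Sleuth, the tool of the study, was not used here. Standard errors of log2 fold changes are the fold change over the square root of F. CPM values are counts scaled to a common library total with TMM factors over the 30 libraries. Where all libraries of a group had at most 3 counts, the fold change was computed against 3 counts and is given as a lower bound.

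The transcripts printed by identifier were chosen by a rule. For each contrast it takes the 3 called transcripts with the largest rise and the 3 with the largest fall among those with a mean of at least 50 counts per library and no overlap between the CPM values of the groups. With no gene names, the 2 rising and 2 falling transcripts that the rule named in the most contrasts against vehicle are printed. Ties were settled by the summed size of the log2 fold changes, a step chosen after the data were seen.

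Contrasts that share vehicle libraries share their chance values. Unchanged groups were therefore simulated 10 times per time point against the real vehicle libraries, with the true level drawn around the vehicle mean with its error. Numbers of detected transcripts were compared with two-sided exact permutation tests, for which the smallest p that 5 against 5 libraries allow is 0.00794.

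The scripts were tested on simulated counts for the real transcripts with known changes. All changes were at least 2-fold and lay in transcripts with a mean of at least 50 counts per library. Counts were drawn with the spread that edgeR fitted to the vehicle libraries. The shares below therefore give no sensitivity for smaller changes, which most calls in the real data were. Among 16280 simulated transcripts the edgeR test found 185 of 200 changed ones (92.5%), and 13.1% of its 213 calls were false. DESeq2 found 94.5% with 30% of its calls false. For the interaction, on 16583 transcripts, edgeR found 87% of 200 changed transcripts with 8.42% of calls false.

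The contrasts, the rule for the transcripts printed and the alternatives were fixed before the data were examined. The alternatives were median-of-ratios (RLE) size factors, DESeq2 1.42.0, no filter beyond a total above 0, an adjusted p under 0.05, all 30 libraries in one fit, limma 3.58.1 on log2(TPM + 1) and on log2(TPM + 0.1), a block on the position of the title number within successive sixes, and leaving out each library in turn. Precision is limited by counting error for rare transcripts and by the spread between 5 replicates for the others. Intervals for shares of counts are 95% Wilson intervals and cover counting error only, because the counts come from amplified reads without molecular identifiers.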

Results

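Guinea pig renal proximal tubular epithelial cells were profiled by RNA-seq after exposure to vehicle, a low dose (30 µM) or a high dose (40 µM) of mercuric chloride for 12 h or 24 h. Mercuric chloride is a mercury salt that injures the kidney tubule. Each of the 6 groups held 5 libraries. Estimated counts totalled 26696391 ± 4498820 (SD, n = 5) in vehicle, 27130464 ± 4870623 in the low-dose and 24700867 ± 1467936 in the high-dose group at 12 h. At 24 h they totalled 26798907 ± 4754254, 29140514 ± 4951454 and 26963846 ± 2680246 in the same order. The 10 most abundant transcripts took between 9.27% (95% Wilson interval 9.26 to 9.29) and 12.4% (12.3 to 12.4) of a library's counts.

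Replicates within a group correlated with Pearson r between 0.937 and 0.966 over log2 CPM of 17871 transcripts, across the 60 pairs. These correlations are across transcripts, which are not independent replicates. A chi-square of the counts per degree of freedom lay between 6.14 and 50.6 in these pairs, so no pair agreed within sampling noise. Each library was counted as 1 replicate. The study does not state whether the 5 libraries of a group came from separate cell isolations or from wells of 1 isolation. The chi-square cannot tell these apart. How the groups were placed on culture plates is not stated either, so a plate effect could not be separated from dose or time. The first principal component held 12.1% of the variance. Its scores averaged -31.8 ± 2.32 (SD, n = 5) in vehicle, 14.7 ± 4.00 at the low dose and 54.2 ± 9.18 at the high dose at 12 h. At 24 h they averaged -37.0 ± 1.92 in vehicle, -0.815 ± 2.76 at the low dose and 0.747 ± 3.72 at the high dose. The doses were therefore apart on this component at 12 h and overlapped at 24 h. On the second component (7.12%) replicate 5 of the low dose at 24 h had the lowest score, -92.1, against -0.862 to 17.2 in the other 4 libraries of that group. Replicate 5 of the low dose at 12 h was next with -55.1, and the highest score was 36.6 in replicate 4 of the high dose at 12 h.

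**Figure D1:**
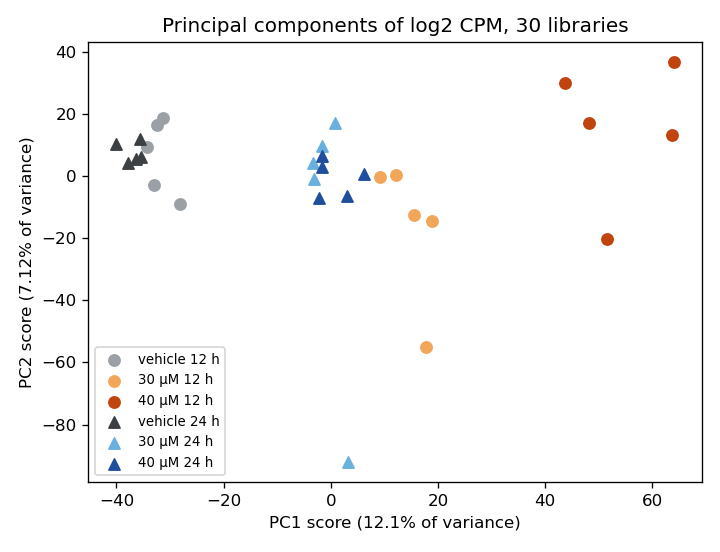
Scores of the 30 libraries on the first 2 principal components of log2 CPM, coloured by group, with circles for 12 h and triangles for 24 h; the axes give the share of variance. Vehicle libraries lie on the left, the high dose at 12 h lies on the right between 43.8 and 64.1, and both doses at 24 h overlap near 0.

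The first question was how many transcripts each dose changed against its own vehicle at 12 h. At the low dose 4837 of 16698 tested transcripts (29.0%) were called, 2505 higher and 2332 lower. The alternative that moved this count most was the block on title-number position, with 3094. At the high dose 8550 of 16767 (51.0%) were called, 4169 higher and 4381 lower. Most of these changes were small. The median size of a called log2 fold change was 0.27 at the low dose and 0.40 at the high dose, and 323 and 1053 called transcripts changed at least 2-fold. The latter counts were 149 and 493 on log2(TPM + 1) but 356 and 1060 on log2(TPM + 0.1). Without a filter the high-dose count was 1649. The biological coefficient of variation was 18.5% and 19.3% in these contrasts. Leaving out 1 library at a time gave from 4129 to 4792 calls at the low dose and from 7856 to 8643 at the high dose. On log2(TPM + 1), a scale corrected for effective length and without TMM factors, the share of higher calls at the low dose was 23.9% in place of 51.8%. At the high dose it was 39.5% on log2(TPM + 0.1) in place of 48.8%.

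At 24 h the low dose gave 3492 calls of 16607 (21.0%), 1752 higher and 1740 lower, and the high dose 4608 of 16672 (27.6%), 2269 higher and 2339 lower. The median size of a called log2 fold change was 0.31 and 0.28, and 314 and 384 called transcripts changed at least 2-fold. The latter counts were 139 and 188 on log2(TPM + 1) but 298 and 416 on log2(TPM + 0.1). The biological coefficient of variation was 19.5% and 17.8%. With 1 library left out, the high dose gave from 3995 to 4372 calls. The low-dose count rested on replicate 5 of its own group. Without that library 4802 transcripts were called, and without any other single library from 2973 to 3266. The smaller low-dose count at 24 h than at 12 h is therefore not separable from that 1 library.

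**Figure D2:**
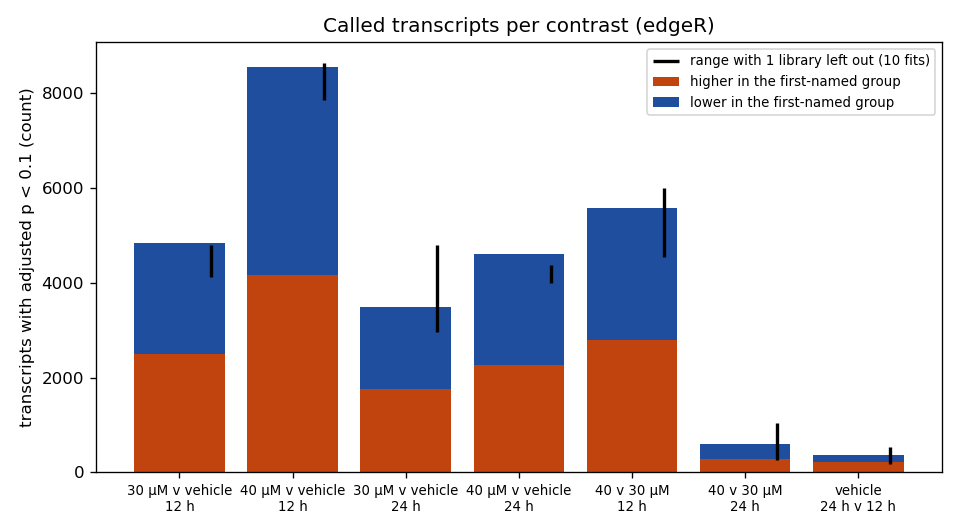
Transcripts called at an adjusted p under 0.1 (vertical axis, count) in 7 contrasts between groups, as bars stacked by direction, with a black line for the range of 10 fits that each left out 1 library. The high dose at 12 h has the tallest bar (8550), and the high against the low dose falls from 5587 at 12 h to 597 at 24 h.

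The doses were then compared with each other. At 12 h the high dose differed from the low dose in 5587 of 16684 transcripts (33.5%), 2796 higher and 2791 lower at the high dose. At 24 h it differed in 597 of 16664 (3.58%), 284 higher and 313 lower. The 24 h count moved with the fit. It was 1053 without replicate 5 of the low dose, 1147 with DESeq2 and 1 with the position block. Between 263 and 558 transcripts were called when any other library was left out. Whether the dose difference itself changed between the times was not tested.

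The vehicle groups at 24 h and 12 h measured the change in culture without mercuric chloride. Of 16614 transcripts, 359 (2.16%) were called, 229 higher and 130 lower at 24 h, and 6 changed at least 2-fold. The direction depended on the scale, with 63.8% of calls higher here and 13.4% on log2(TPM + 0.1). The count of 6 was 10 without vehicle replicate 2 at 12 h and 3 without vehicle replicate 3 or 4 at 24 h. It was 19 on log2(TPM + 0.1), 2 with all 30 libraries in one fit and 0 with the position block. Without vehicle replicate 2 at 24 h 546 were called, and without another library from 175 to 409.

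The change of the effect with time was tested directly. The low-dose effect differed between 24 h and 12 h in 650 of 17393 transcripts (3.74%). Without replicate 5 of the low dose at 24 h there were 1101 such transcripts, and without any other library from 470 to 581. The high-dose effect differed in 5261 of 17512 transcripts (30.0%). Of the 5160 of them tested in both contrasts against vehicle, 4328 (83.9%) had the smaller change at 24 h, with a median size of 0.40 log2 units at 12 h and 0.13 at 24 h. The estimated direction was opposite at the 2 times in 2178 (42.2%). At the low dose 337 of 643 (52.4%) had the smaller change at 24 h.

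Transcripts selected at 1 time were also followed in the independent libraries of the other time. Over the 4608 transcripts called for the high dose at 24 h, the median log2 fold change at 12 h in the direction seen at 24 h was 0.33 at the high dose and 0.17 at the low dose, and 83.2% and 84.1% kept the direction. Over the 8550 called for the high dose at 12 h, the median at 24 h in the direction seen at 12 h was 0.11 at either dose, and 76.8% of them kept the direction at the high dose and 78.7% at the low dose.

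The study also asked which changes the conditions share. The low and the high dose at 12 h shared 4000 calls, against 2471 expected if calls fell independently, and 98.1% of the shared calls had the same direction. The position block moved this count most, to 2580. At 24 h the doses shared 2523 calls, against 971 expected, with 99.4% in the same direction. These pairs use the same vehicle libraries. Unchanged groups simulated against the same vehicles shared 0 calls at 12 h and at 24 h. How far the shared vehicles raise the overlap between groups that do change was not tested. Across times, the low dose shared 2339 calls (1022 expected, 98.4% in the same direction) and the high dose 3431 (2357 expected, 90.5%). The low dose at 12 h and the high dose at 24 h shared 2424 calls (1346 expected, 94.5%), and the high dose at 12 h and the low dose at 24 h shared 2767 (1793 expected, 92.8%). All 4 contrasts shared 1676 transcripts, of which 776 were higher and 858 lower in each.

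Log2 fold changes of the doses correlated across transcripts, which are not independent replicates, with Pearson r = 0.741 and Spearman rho = 0.681 at 12 h (16486 transcripts). At 24 h r was 0.782 and rho 0.705 (16465 transcripts). Shared vehicles alone gave a mean r of 0.505 (from 0.480 to 0.516 in 10 simulations) at 12 h and 0.516 (from 0.489 to 0.534) at 24 h. The observed r was above every simulated value at each time. How much of it comes from the shared vehicles was not tested, because correlations do not add up. The share of all tested transcripts with the same direction was 76.2% at 12 h and 77.4% at 24 h, against 66.9% in the simulations at each time. Across times, with no library in common, r was 0.568 and rho 0.551 at the low dose (16373 transcripts) and 0.524 and 0.461 at the high dose (16399 transcripts). These coefficients depended on the filter. With no filter on low counts they were 0.148 and 0.187.

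**Figure D3:**
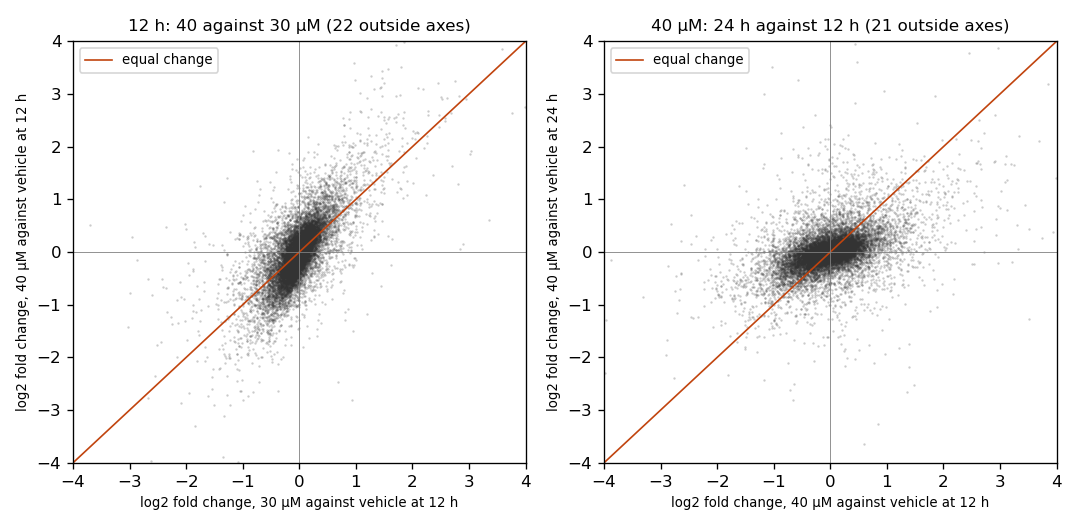
Log2 fold changes against vehicle, 1 point per transcript, with the high against the low dose at 12 h (left) and the high dose at 24 h against 12 h (right); the orange line marks equal change and 22 and 21 transcripts lie outside the axes. On the left the points are steeper than the line, and on the right they are flatter (r = 0.741 and 0.524).

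The files do not pair transcript identifiers with gene names, so 4 transcripts are given by identifier only. ENSCPOT00000044307.1 (678 bases, whole estimates) was among the 3 largest rises in all 4 contrasts against vehicle. Its normalised read count was 0.530 ± 0.384 CPM (SD, n = 5) in vehicle, 141 ± 21.1 at the low dose and 989 ± 91.4 at the high dose at 12 h. At 24 h it was 0.320 ± 0.0835, 28.0 ± 2.36 and 137 ± 18.1 CPM. The log2 fold changes against vehicle were 8.06 (SE 0.23, edgeR adjusted p = 7.92e-10) and 10.86 (SE 0.20, adjusted p = 4.14e-11) at 12 h. At 24 h they were 6.39 (SE 0.13, adjusted p = 3.86e-10) and 8.69 (SE 0.16, adjusted p = 1.39e-10). It was higher at the high than at the low dose by 2.82 log2 units at 12 h and 2.30 at 24 h (adjusted p = 1.55e-07 and 1.99e-06). The effect was smaller at 24 h by -1.67 log2 units (SE 0.48, adjusted p = 0.0792) at the low dose and by -2.19 (SE 0.54, adjusted p = 0.00538) at the high dose. The low-dose call was lost with all 30 libraries in one fit and in 12 of the 20 fits that left out 1 library, with values from -1.46 to -1.76. All 5 libraries of either dose lay above the 5 vehicle libraries at each time, a separation that the rule of choice requires.

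ENSCPOT00000004231.3 (889 bases, fractional estimates) had 0 counts in all 10 vehicle libraries. It reached 48.6 ± 1.63 CPM (SD, n = 5) at the low dose and 50.3 ± 13.5 at the high dose at 12 h, and 95.7 ± 12.1 and 32.7 ± 13.7 CPM at 24 h. Against 3 counts in vehicle these levels are at least 438-fold, 453-fold, 853-fold and 291-fold higher (edgeR adjusted p at most 3.91e-05). At 24 h it was lower at the high than at the low dose by -1.53 log2 units (SE 0.24, adjusted p = 0.0131), while at 12 h the doses did not differ (0.07, SE 0.16, adjusted p = 0.805). The 12 h difference was -0.06 without high-dose replicate 5 and 0.21, past the threshold, without high-dose replicate 4. All 5 libraries of either dose lay above the vehicle libraries at each time. With no count in vehicle, edgeR could not estimate its change of effect with time. On log2(TPM + 1) the low-dose effect was larger at 24 h by 0.97 log2 units, past the threshold. Its level is uncertain because it shares reads with another transcript.

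ENSCPOT00000013715.3 (1494 bases, whole estimates) fell in all 4 contrasts, with all 5 libraries of either dose below the 5 vehicle libraries at each time. It was at 3.64 ± 0.692 CPM (SD, n = 5) in vehicle, 1.28 ± 0.339 at the low dose and 0.483 ± 0.113 at the high dose at 12 h, and at 4.12 ± 0.819, 1.24 ± 0.340 and 1.06 ± 0.342 CPM at 24 h. The log2 fold changes were -1.50 (SE 0.22, edgeR adjusted p = 0.000616) and -2.90 (SE 0.24, adjusted p = 3.48e-06) at 12 h, and -1.74 (SE 0.21, adjusted p = 0.000224) and -1.95 (SE 0.24, adjusted p = 0.000151) at 24 h. The high-dose effect changed by 0.94 (SE 0.32, adjusted p = 0.0417) between the times, a call lost on log2(TPM + 1), where it was 0.40. ENSCPOT00000046565.1 (4610 bases, fractional estimates, level uncertain) was at 6.40 ± 2.57 CPM (SD, n = 5) in vehicle, 1.79 ± 1.08 at the low dose and 0.642 ± 0.513 at the high dose at 12 h, and at 6.82 ± 2.77, 1.40 ± 0.500 and 3.78 ± 2.58 CPM at 24 h. It fell by 1.84, 3.31 and 2.29 log2 units in the first 3 of these contrasts (edgeR adjusted p = 0.00958, 0.00131 and 0.000826), and in the last 2 of these all 5 treated libraries lay below the vehicle libraries. The high dose at 24 h did not differ from vehicle (-0.86, SE 0.46, adjusted p = 0.230) unless replicate 5 of that group was left out (-1.31). The high-dose effect differed between the times by 2.44 (SE 0.79, adjusted p = 0.0307), a call lost on log2(TPM + 1), where it was 0.81.

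**Figure D4:**
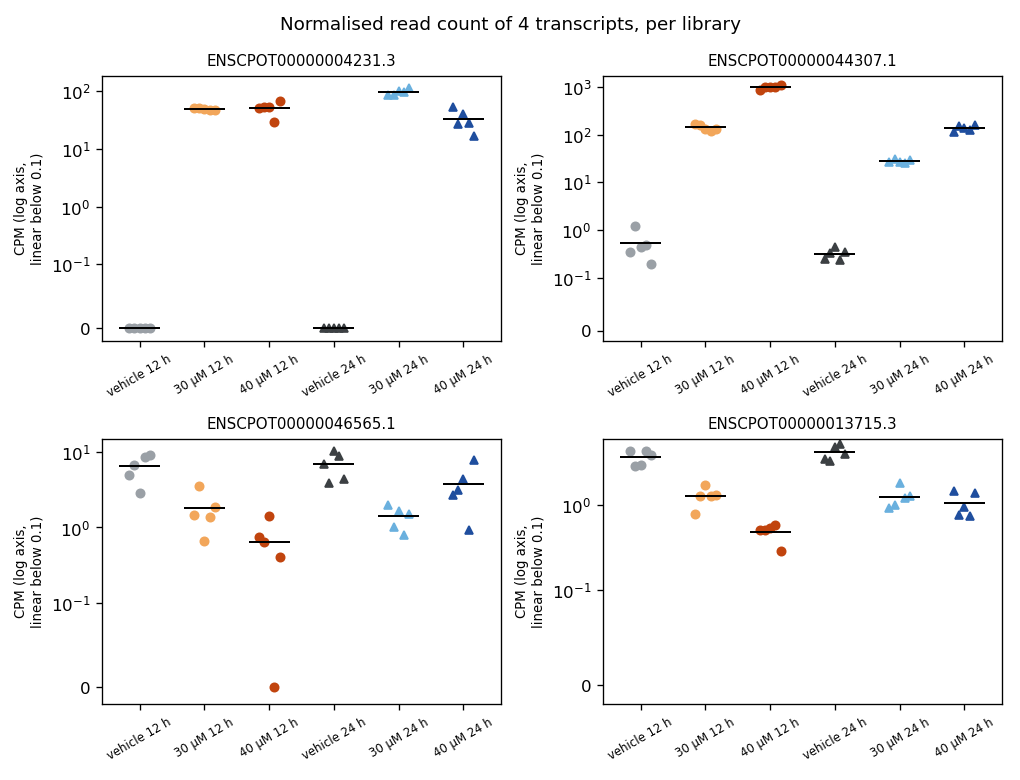
Normalised read count (CPM, log axis that is linear below 0.1) of 4 transcripts in each of the 30 libraries by group; points are libraries and lines are group means. ENSCPOT00000044307.1 is highest at the high dose at 12 h (989 CPM) and ENSCPOT00000004231.3 is at 0 in the 10 vehicle libraries.

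The number of transcripts with at least 1 count was 19490 ± 215 (SD, n = 5) at the high dose at 12 h, against 19026 ± 235 in vehicle and 19089 ± 179 at the low dose. The differences of 464 and 401 transcripts had exact permutation p = 0.0159 and 0.0238, both 0.0833 after Benjamini-Hochberg adjustment over 7 comparisons. Of the 5 high-dose libraries, 4 lay above the highest vehicle library (19382). At 24 h the groups held 19072 ± 175, 19057 ± 371 and 19048 ± 139 in the order vehicle, low and high dose. Neither dose differed there from vehicle (exact permutation p = 0.929 and 0.817).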

Values the study reported

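With a q-value criterion of 0.1, the study reported 4377 differentially expressed genes at 30 µM and 7540 at 40 µM after 12 h in vitro. After 24 h it listed 3174 at 30 µM and 4286 at 40 µM. The doses shared 3698 genes at 12 h and 2397 at 24 h. Across the times, the low dose shared 2240 genes and the high dose 3246.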

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

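The tests of shared reads and vehicle drift were set up before their results were seen, as were the random splits of the libraries. Those on unequal depth, on the spread at 24 h, on single libraries, on a factor shared by the libraries numbered 5, on selection, on low depth of 1 library and on the transcript behind a high share were chosen after the results were seen. With 64 sets of 5 values examined, about 3.2 outliers are expected by chance, and 8 were found. Of these, 7 lie in libraries numbered 5.

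The low-dose effect differed between 24 h and 12 h in 650 transcripts and the high-dose effect in 5261, by a test of the difference itself. Of 100 splits of the same 20 libraries, the real one included, 3 gave at least 650 calls and 2 at least 5261. The largest other splits gave 1431 and 5453 calls. Both of them put 8 of the 10 treated libraries on the same side of the contrast, but at the high dose another such split gave no calls and a split with 6 gave 1780. What these splits follow was not tested. The splits moved libraries across all groups and so mixed treated with vehicle libraries, which the real contrast does not. They are therefore no reference for the difference between times, and no conclusion about it is drawn from them. ENSCPOT00000044307.1 was part of the difference at both doses (-1.67 and -2.19 log2 units), as were ENSCPOT00000046565.1 (2.44) and ENSCPOT00000013715.3 (0.94) at the high dose. For the first of these transcripts the effect was lower at 24 h, and for the other 2 the fall was smaller.

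At the high dose most transcripts in the difference had the smaller effect at 24 h. Drift of the vehicle libraries does not account for this, because in 94.1% of 5166 transcripts the 40 µM groups differed more between the times than the vehicle groups did (median size 0.37 against 0.06 log2 units). Unequal depth does not account for it either, since with every library thinned to 21651473 counts 83.6% of 4994 called transcripts had the smaller effect at 24 h (median size 0.40 log2 units at 12 h and 0.13 at 24 h). Among 2462 called transcripts with whole estimates 84.3% had the smaller effect at 24 h, which argues against reads shared between similar transcripts. Selection of large 12 h effects would lower the response at 12 h over transcripts selected at 24 h, but its median there was 0.33 log2 units, above the 0.28 at 24 h itself. The lower number of high-dose calls at 24 h does not come from a wider spread, as the coefficient of variation was 17.8% at 24 h and 19.3% at 12 h. A candidate explanation that stays open is a fading response of the cells between 12 h and 24 h. Loss of the most affected cells before collection is another one, and neither was tested here. In dose-finding assays of ATP content the study reported lower cell viability at both doses, and it chose the high dose for apparent cell death. Those assays do not show whether the most affected cells were the ones lost.

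At the low dose the lower count at 24 h may rest on 1 library. Without replicate 5 of that group 4802 transcripts were called, above the 4129 to 4792 that the 12 h contrast gave with 1 library left out.

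That library, replicate 5 of the low dose at 24 h, was the lowest of its group on the second principal component (-92.1, against -0.862 to 17.2 in the others) and in its mean correlation with its group (0.940, against 0.953 to 0.958 in the others). Over 6632 transcripts with whole estimates its deviation from the other replicates had an SD of 0.415 log2 units, against 0.213 to 0.319 in the other 29 libraries. It was 1.30 times the largest of those, so reads shared between similar transcripts cannot be the whole cause. Low depth does not explain it, since among the 9 libraries with smaller totals the largest deviation was 0.319. With the trend on transcript length removed its deviation was still 0.407, against at most 0.316 in the others. Its 10 most abundant transcripts took 9.75% of the counts, the lowest share of its group. Over 1053 transcripts called between the doses at 24 h without it, its median place was 0.305 on a scale from the low-dose mean (0) to the high-dose mean (1), nearer to the low dose, which argues against a swap of these labels. This test replaced a first one by the first component, where its score of 3.17 was far from both vehicle means and from the high dose at 12 h but could not separate the doses at 24 h. The fragment length inferred from its effective lengths was 188.5 bases, against 206.6 to 215.5 in the other 4. It also had the fewest detected transcripts of its group (18536, against 18883 to 19432). Short fragments need not set a library apart. Vehicle replicate 2 at 24 h, at 174.7 bases, had a second component score of 10.4, within 4.30 to 12.0 in its group. A difference in the culture or in RNA handling is a possible explanation that was not tested, and no biological explanation was tested.

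Replicate 5 of the low dose at 12 h had the lowest second component score of its group (-55.1, against -14.5 to 0.247) and the lowest share of counts in its 10 most abundant transcripts (9.28%, against 9.84% to 9.98%). Its deviations went with those of replicate 5 of the low dose at 24 h (r = 0.379 across 6632 transcripts). Replicate 5 of the high dose at 12 h went with that library too (r = 0.372), and the 2 libraries from 12 h had r = 0.180. In 360 pairs of libraries from different groups that are not both numbered 5, r was at most 0.205, its median was 0.00620 and 18 were above 0.1. A factor that moves all libraries numbered 5 the same way is not the cause, because only 3 of their 15 pairs had r above 0.1 and 5 were below -0.1. A factor that acts on them with either sign cannot be told apart from one that is not tied to the number. These 3 libraries had r above 0.1 in size in 5 of 9 pairs with the others numbered 5 and in 25 of 60 pairs with libraries of other numbers, and the pairs are too few to decide. Transcript length does not explain the tie between the low-dose libraries, with r = 0.363 after its trend was removed. What these 3 treated libraries share stays open. The same high-dose library had the lowest level of ENSCPOT00000013715.3 in its group (0.288 CPM, against 0.506 to 0.576), at counts between 7 and 14, which a single deviation could give by chance.

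Replicate 5 of the high dose at 24 h had the highest share of counts in its 10 most abundant transcripts (12.4%, against 9.48% to 10.2%) and the lowest mean correlation with its group (0.946, against 0.952 to 0.954). A candidate cause of the share is 1 transcript of 2267 bases that took 4.08% of its counts, against 0.733% to 1.01% in the other 4. The level of that transcript is uncertain, because it had fractional estimates. Without that transcript the share was 9.20% in this library and from 9.20% to 9.99% in the others. The lower correlation was not examined further.

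In vehicle replicate 2 at 24 h the fragment length inferred from the effective lengths was 174.7 bases, against 206.0 to 213.5 bases in the other 4. It is not the source of the calls between the vehicle groups, since 546 were called without it and from 175 to 409 without another library. No biological explanation was tested for a fragment length, which is set in library preparation.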

How the results depend on the processing

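No alternative was chosen after the results were seen. The contrasts of either dose against vehicle, the high against the low dose at 12 h and the high-dose difference between times kept counts within 1.5 times their value under RLE size factors, DESeq2, no filter, all 30 libraries in one fit, an adjusted p under 0.05 and both TPM scales. So did the calls shared between contrasts. Leaving out 1 library kept them within that range too. The other counts moved, and the cause was not tested unless given.

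DESeq2 called 1147 transcripts between the doses at 24 h (597 with edgeR), 1192 between the vehicle groups (359) and 1024 for the low-dose difference between times (650). In simulated data 30% of DESeq2 calls were false, against 13.1% for edgeR. Those data were drawn with the spread that edgeR fitted to the vehicle libraries, so these shares cannot be carried over to the contrasts here. With all 30 libraries in one fit 1094 transcripts were called between the doses at 24 h. At an adjusted p under 0.05 this count was 313, and that between the vehicle groups was 193, by the stricter threshold itself. On log2(TPM + 1) and log2(TPM + 0.1) the vehicle contrast gave 1090 and 1083 calls. Leaving out 1 library gave from 263 to 1053 calls between the doses at 24 h, the highest without replicate 5 of the low dose. For the vehicle contrast the range was from 175 to 546, the highest without vehicle replicate 2 at 24 h, and for the low-dose difference from 470 to 1101, the highest without replicate 5 of the low dose at 24 h.

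TPM carries no TMM factor and is corrected for effective length. The split by direction moved on this scale, and which of these differences moved it was not tested. The share of higher calls on the TPM scale that moved it most was 23.9% for the low dose at 12 h (51.8% with edgeR), 39.5% for the high dose at 12 h (48.8%), 38.9% for the low dose at 24 h (50.2%), 13.4% for the vehicle contrast (63.8%), 60.8% between the doses at 24 h (47.6%), and 69.9% and 64.2% for the low-dose and high-dose differences between times (44% and 52.6%). The median log2 fold change of all tested transcripts at the low dose at 12 h was -0.10 on log2(TPM + 0.1) and -0.01 with edgeR.

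The position of the title number within successive sixes does not pair the libraries. Deviations of libraries at the same position had a median r of 0.00639 over 62 pairs and 17871 transcripts, with 1 above 0.1. Over the 6632 transcripts with whole estimates the median was 0.00985, with 2 pairs above 0.1, of which the low-dose libraries numbered 5 had 0.379. At different positions 19 of 313 pairs were above 0.1 there. As a block it takes residual degrees of freedom from 10 libraries by its construction. It left 3094 calls at the low dose at 12 h, 1684 at the low dose at 24 h, 1 between the doses at 24 h and 0 between the vehicle groups, where 1442 had an unadjusted p under 0.05. Shared calls were then 2580 between the doses at 12 h, 1404 between the doses at 24 h, 1177 for the low dose across times and 1343 for the high dose at 12 h with the low dose at 24 h. The correlations were 0.636 between the doses at 12 h and 0.413 and 0.405 across times at the low and the high dose.

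The correlations moved most without a filter and with all 30 libraries in one fit. These change the transcripts tested (22305 and 17871 at the low dose at 12 h, 16698 in the other settings that keep every library). Their number does not order the changes, and the cause was not tested. Without a filter r was 0.635 and 0.628 between the doses at 12 h and 24 h, and 0.148 and 0.187 across times at the low and the high dose. With all 30 libraries in one fit these were 0.616, 0.606, 0.255 and 0.256. Across times log2(TPM + 1) gave 0.671 and 0.584, and log2(TPM + 0.1) gave 0.484 at the high dose. With 1 library left out r across times ranged from 0.495 to 0.555 at the low dose and from 0.481 to 0.514 at the high dose.

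Of values that answer no comparison on their own, 28 moved, 3 grew past the threshold and 3 fell short of it under these settings, and 185 did not change so. With 1 library left out, 6 moved, 3 grew past the threshold, 12 fell short and 1 changed direction, that of ENSCPOT00000004231.3 between the doses at 12 h, which ranged from -0.058 without high-dose replicate 5 to 0.21 without high-dose replicate 4 (0.07 with all libraries). The 12 are the low-dose difference between times of ENSCPOT00000044307.1. Gene list tests and sums per gene were not run, for lack of gene names. Depth limits transcripts near 3 counts, where a fold change is a bound.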

Other observations

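The random splits and the count over whole estimates were set up before their results were seen. The test of depth as an explanation of detected transcripts and the tests of isolated zeros were set up after the pattern was seen. Each contrast was repeated over 100 splits of its own libraries, the real one included. Only 1 split, the real one, gave as many calls for the low and high dose against vehicle at 12 h and 24 h, for the high against the low dose at 12 h and 24 h and for the vehicle groups. The largest count in another split was 414 for the low dose at 12 h, 164 between the doses at 24 h, 82 for the vehicle groups and at most 3 for the other 4.

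More transcripts had a count at the high dose at 12 h than in vehicle. Depth is not the cause, since the excess was 502 transcripts with every library thinned to the same total (exact permutation p = 0.0159) and 464 before. Shared reads are not the whole cause either. Among the 9656 transcripts with whole estimates the excess at equal depth was 398 (exact permutation p = 0.00794, the smallest that 5 against 5 libraries allow, 0.0278 adjusted over 7 comparisons), and the 5 libraries at 7746 to 8085 lay above the vehicle libraries at 7444 to 7546. In the same count the low dose at 12 h exceeded vehicle by 89.4 transcripts and the high dose at 24 h by 27.0 (0.0417 and 0.0370 adjusted). Over all transcripts at equal depth these differences were 57.0 and -34.0 (exact permutation p = 0.460 and 0.587). A response that switches on otherwise silent transcripts may account for it, as may RNA released or degraded in dying cells. Neither was tested.

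In 113 cases a transcript had at most 3 counts in 1 library and at least 100 depth-scaled counts in each of the other 4 of its group. That is 3.77 per library, against 0.150 per simulated library with the fitted spread, so sampling noise is not the cause. All of them (100%) were transcripts with fractional estimates, against 59.7% of transcripts with a mean of at least 100 counts. Reads that the estimate moves to a similar transcript are a candidate explanation. Replicate 5 of the low dose at 24 h held 28 of the cases, and no other library more than 12. A single zero in a transcript that shares reads may therefore say little about its expression.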
